A study of Homo sapiens with 105 samples. Its data were reported in "Extracellular vesicles and their RNA cargo facilitate bidirectional cross-kingdom communication between human and bacterial cells" (2026).

How the data were processed

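Total RNA of Caco-2 cells was measured in 105 libraries, prepared after depletion of ribosomal RNA and sequenced from both ends on a DNBSEQ-G400 instrument. Per the labels, the authors aligned the reads to the human genome build GRCh38 with STAR and counted them per gene with featureCounts. The counting options listed in the paper name no strand setting. The values deposited by the authors are raw counts per gene, whole numbers that were not normalised, in 1 table of 63241 genes by 105 libraries. Symbols were taken from a table of gene IDs. An exact match was found for 62030 IDs, and 62666 matched when the version number was left aside. No entry of the table lacked a gene.

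The label of each library gave its treatment, time and replicate number (2 to 5). The labels give LPS as 0.2 (in the medium) and 1 ng per µl (transfected), and the paper gives 0.2 and 1 ng per ml. The paper's doses are about the endotoxin levels it measured in the OMVs and the OMV-RNA. The labels give no source for their unit, so the results with LPS are probably those of that low dose. Groups were set from these labels alone, which gave 28 groups, 7 of 3 libraries and 21 of 4. The library names in the labels also gave the flow cell (2 in all) and the lane (4 on each). The comparisons, tests, alternatives and gene lists, and the rule for naming genes, were fixed before the data were examined. Everything that concerns leaving out lanes 2 to 4 of 1 flow cell was chosen after the data had been seen.

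In the planned analysis, genes were kept by filterByExpr of edgeR with the groups as design, which left 18775 of the 46395 genes with at least 1 count. Library sizes were scaled by TMM. All 105 libraries entered 1 fit with a coefficient per group and no covariate, so that the groups shared their estimate of the spread. The quasi-likelihood F test of edgeR (glmQLFit, glmQLFTest) was used with a dispersion trend and without gene-wise dispersions. The robust option of glmQLFit was on, which the plan had not stated, and the fit without it is among the alternatives. Genes at a Benjamini-Hochberg adjusted p under 0.05 within a comparison passed the test. Every adjusted p of a gene comes from this edgeR test unless another tool is named, and each of these tests was two-sided. Log2 fold changes are given with their standard error, computed as the absolute log2 fold change over the square root of F. Levels are CPM, counts scaled to 1e6, of TMM-scaled library sizes, as mean and SD over the libraries of a group.

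There were 22 comparisons of 2 groups, of which 18 set a treatment against its control and 4 set P. mirabilis OMVs or OMV-RNA against LPS by the same route. A further 7 contrasts tested the difference of the effects of vesicles and of their RNA. Another 12 contrasted species, 10 contrasted times and 9 contrasted controls.

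The libraries were first described by time and replicate number, without reference to their treatment. Libraries of lanes 2 to 4 of flow cell 1 lay near classes other than their own. For the counts of this, each library was correlated with the mean of every class of time and replicate number outside these lanes, itself left out. The correlation ran over the 1500 genes most variable outside these lanes, on a log scale with a prior count of 3. A second fit left out these lanes, which kept 66 libraries, and had the replicate number as a block. It is called the fit without these lanes. Its biological coefficient of variation was 0.06, and that of the planned fit was 0.17. In a further fit the replicate block was fitted within each time, because the PBS group at 48 h kept other replicate numbers outside these lanes than the groups set against it. PBS at 48 h rests on 1 library in that fit, since replicate 5 was found there in no other group. Both were added after the data had been seen, and the calls of the fits had been compared before the pairing was checked.

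The replicate numbers were checked for pairing by correlating, between 2 groups, the deviations of same-numbered libraries from their group means. With all libraries, every pair lay over 0.1 in 11 of the 35 contrasts with at least 3 pairs, and the median over pairs was 0.47. Outside the lanes every pair lay over 0.1 in all 34 contrasts with at least 2 pairs, at 0.48 to 0.92 with a median of 0.78. Where both groups kept 2 libraries, the deviations mirror each other and the 2 pairs give 1 value. More than 2 pairs were found only for LcRNA_10h against ANC100_10h (4) and LcMV_10h against PmOMV_10h (3). The pairing thus comes from the data outside the lanes, since the labels give a number and not the culture or day behind it. No 2 replicates had identical counts. The p-values measure the spread between these libraries, which the labels do not place in separate cultures.

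Genes were named by a fixed rule. For each treatment against its control and each comparison with LPS, the rule took up to 10 of the highest and up to 10 of the lowest log2 fold changes among genes past the test. Such a gene had a symbol, and its treated libraries lay all above or all below the control libraries. It also took members of the gene lists that passed over all genes or over the list alone, and the 12 genes that the study's text names. Where fewer than 5 genes passed, all were named. The rule was applied to the fit without these lanes in the same way. Genes of contrasts between effects, species, times and replicate numbers fall outside the rule and were chosen after their values were seen.

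A set of 23 gene lists was fixed. These were 26 immune genes, 12 of which the study's text names, NF-kappaB targets, interferon-stimulated genes, pattern recognition receptors, chemokines, and genes of ATF4 and the unfolded protein response. Further lists held heat shock, hypoxia and glycolysis, cholesterol synthesis, cell cycle, enterocyte differentiation and cell junction genes. Targets of AhR, NRF2 and p53, immediate early and MAPK genes, metallothioneins and zinc transporters, and apoptosis genes had lists as well. The last were markers of leukocytes, of fibroblasts and endothelium, and of goblet, enteroendocrine and Paneth cells, mitochondrial transcripts and replication-dependent histones. Each list was tested in the 18 comparisons with a control by camera (limma) with a preset correlation of 0.01, with adjustment over all 414 tests. Beside it stand camera with an estimated correlation and fry. The PValue of fry tests whether the genes of a list move one way on balance, its mixed p whether they change in either direction, and neither sets the list against other genes. Members past the edgeR test were counted, also adjusted over the list alone.

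The alternatives fixed with the plan were size factors of DESeq2, no filter on low counts, the DESeq2 Wald test, limma voom with quality weights, a fit of the compared groups alone, the replicate block, flow cell and lane as covariates, pooled ANC amounts, and each library left out in turn. The study's criterion was also computed, an absolute log2 fold change above 1 with DESeq2 and an absolute Cohen's d above 0.8 on variance-stabilised counts, without a p-value. Alternatives to the fit without these lanes left out the block, added flow cell and lane, used other size factors or DESeq2, kept replicates 2 and 3 only, or left out each library in turn. The newer quasi-likelihood method of edgeR was also added.

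The tests were run on simulated counts with known changes, drawn with the means and library sizes of the real libraries, here for P. mirabilis OMVs against PBS at 10 h. The planned test found 67 of 114 genes changed by a log2 fold of 1 and 81 of 86 changed by 2, with 5 false calls among 18398 genes tested. For counts simulated with replicate differences, the planned test found 77 of 114 and 77 of 86 with 0 false calls among 18305 genes, and the fit without these lanes 80 of 114 and 77 of 86 with 9 false calls. On the real libraries these fits called 3 and 199 genes in this comparison. The simulated shares thus do not show how many changes the planned test misses in the real libraries. The study's criterion found 52 of 114 and 86 of 86, with 243 false calls among 18775 genes. On the real libraries 2606 to 5581 genes met it between controls, so the 243 does not measure its false calls there. In 49 simulated contrasts without a change the planned test made 4 calls.

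For the chance share of the nearest class, labels were permuted 100000 times. Runs of 10 neighbouring genes were compared with 200 shuffles of the gene order. A fold against a group at 0 was computed against a floor of 3 counts over that group. With 1 to 3 counts in a group, the ratio of pooled counts over library sizes is given with an exact 95% counting interval. Intervals and floors cover counting error only, since the reads carry no molecular identifiers. Overlapping genes and antisense genes cannot be told apart where the counting ignored strand. This holds for the antisense and intronic transcripts named in the report, and for OR2I1P, whose span on chromosome 6 (29550407 to 29557773, GRCh38) shares 2259 bases with UBD on the other strand. Genes were located with the annotation of the same build. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, the data.table package (1.17.8), Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used. Mapping rates, read quality and the share of reads outside genes were not analysed here.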

Results

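Caco-2 cells, a line from a human colon adenocarcinoma, were incubated with bacterial extracellular vesicles (BEVs) or transfected with RNA taken from them. The vesicles were membrane vesicles (MVs) of Lacticaseibacillus casei (group code LcMV) and Enterococcus faecalis (EfMV) and outer membrane vesicles (OMVs) of Proteus mirabilis (PmOMV). Vesicle RNA of the same species (LcRNA, EfRNA, PmRNA) was given with Lipofectamine at 100, 5 and 2 ng. The controls were PBS for vesicles and a non-targeting siRNA at the same amounts (ANC100, ANC5, ANC2) for vesicle RNA. LPS of P. mirabilis was added to the medium (LPSinc) or transfected (LPStrans), and PBS and ANC2 were its controls. Cells were sampled at 10 and 24 h, and for L. casei also at 48 h. There were 28 groups, 7 with 3 libraries and 21 with 4. Total counts per library ran from 632659 to 8558755, with a median of 4982349. At the median a library held 27521 genes with a count, and 18775 genes entered the tests.

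The comparisons asked which genes differed between cells given vesicles of each species and cells given PBS, and between cells given vesicle RNA and cells given siRNA. For P. mirabilis they also asked what its OMVs and OMV-RNA changed relative to LPS by the same route. Further contrasts asked whether vesicles and their RNA, the species, or the times differed in effect. A Caco-2 culture holds epithelial cells alone, so genes of other cell types served as a check.

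Time of culture and replicate number set most of the variation, with 43% of the variance of the most variable genes on component 1 and 23.8% on component 2. In all lanes but lanes 2 to 4 of flow cell 1, 65 of 66 libraries lay nearest to other libraries of their own time. In lanes 2 to 4 of flow cell 1 this held for 12 of 39, where permuted labels gave a mean of 15.1 (permutation p = 0.896). These 3 lanes held 38 of the 49 libraries labelled replicate 4 or 5. Every library stayed in its labelled group in the planned analysis. A fit without these lanes, with the replicate number as a block, was added after the data had been seen. In that fit 20 groups had 2 libraries, 6 had 3 and 2 had 4.

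With all libraries, the 3 genes past the test after P. mirabilis OMVs at 10 h against PBS were raised. They were the neutrophil-attracting chemokine CXCL5 (at least 28.2-fold higher, with no count in PBS), the elastase inhibitor PI3 (log2 1.81 ± 0.37) and the desmosome-associated membrane protein PERP (0.60 ± 0.12), each at an adjusted p of 0.0308. Against LPS added to the medium 5 genes rose at 10 h, namely CXCL5 (at least 34.6-fold, with no count in LPS), PI3 (1.82 ± 0.36), PERP (0.60 ± 0.12), the GABA transaminase ABAT (0.81 ± 0.16) and the mitochondrial superoxide dismutase SOD2 (0.60 ± 0.13). The count against PBS was 0 when any 1 of the 4 PBS libraries or of OMV replicates 2, 3 and 4 was left out, and 16 without OMV replicate 5. The count against LPS was 12 without OMV replicate 5, 1 without OMV replicate 4 and 0 without any 1 of the other 6 libraries. DESeq2 called 2 and 4 genes in these comparisons, and voom 73 and 250.

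In the other 20 comparisons of 2 groups the edgeR test called 0 genes with all libraries. At an unadjusted p under 0.05 these held from 160 genes (L. casei MV-RNA at 10 h) to 2053 genes (LPS in the medium at 24 h). DESeq2 called 1 gene in 1 of the 20, L. casei MVs at 48 h. Voom called genes in 7 of the 20, most of them in LPS in the medium at 24 h (1838). There, LPS replicates 4 and 5 lay nearest to 48 h, and PBS replicates 4 and 5 nearest to 10 h. Without the lanes, 7 of the 22 comparisons had genes past the test.

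**Figure D1:**
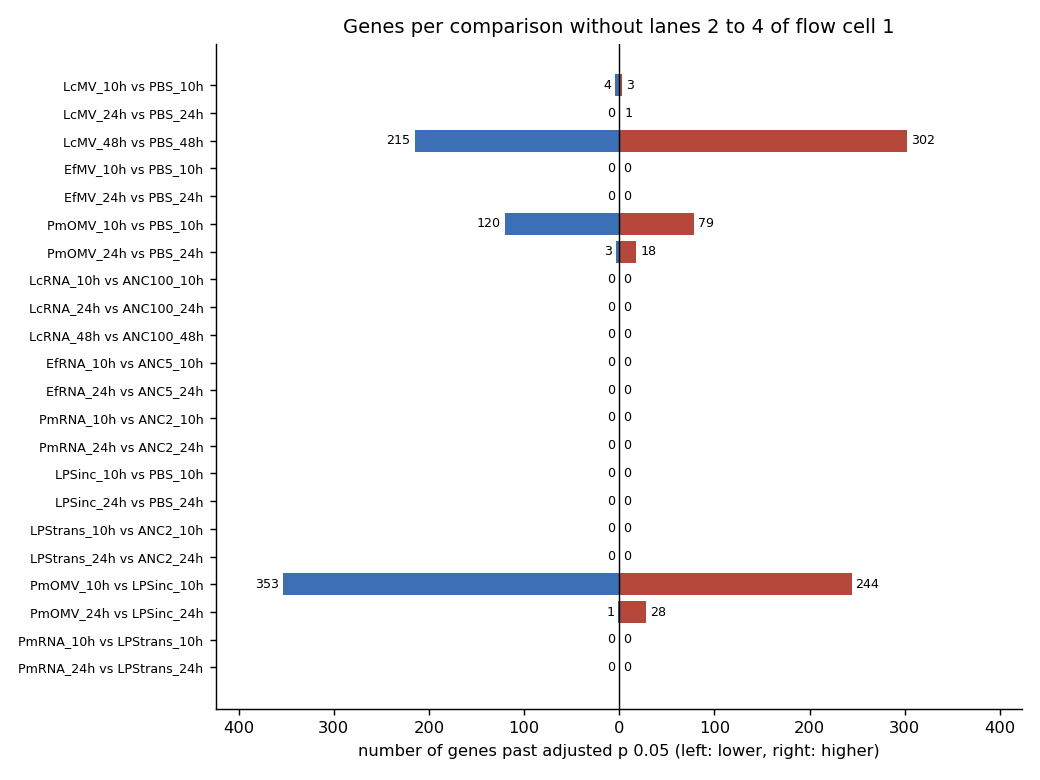
Genes past an adjusted p of 0.05 in each comparison in the fit without lanes 2 to 4 of flow cell 1 (66 libraries, replicate block), lower on the left and higher on the right.

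In the fit without these lanes, P. mirabilis OMVs at 10 h raised 79 genes and lowered 120 relative to PBS, in 3 libraries against 2. The replicate block within each time gave 682 genes, which held all 199, and DESeq2 gave 208. Without the block 18 genes passed, and 121 with replicates 2 and 3 only. Leaving out PBS replicate 3 left 37 genes, OMV replicate 2 left 82 and OMV replicate 3 left 121. CXCL5 (chromosome 4, 73995642 to 73998677) stood at 6.31 ± 1.77 CPM and had no count with PBS, at least 21-fold higher (adjusted p = 2.81e-08). CXCL10, which attracts activated T cells, rose from 0.279 to 3.42 CPM (71 counts against 2, ratio 16.7, counting interval 4.46 to 141). PI3 (chromosome 20, 45174902 to 45176544) rose by 1.92 ± 0.16, from 20.5 ± 5.28 to 76.3 ± 20.4 CPM (adjusted p = 2.41e-14). Complement C3 rose by 1.68 ± 0.19, from 71.6 ± 12.9 to 240 ± 15.3 CPM.

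At 10 h TNFRSF9, a costimulatory receptor of the TNF family, rose by 2.84 ± 0.45, the hydrogen peroxide-producing oxidase DUOX2 by 2.20 ± 0.53 and the collagenase MMP1 by 1.80 ± 0.25. The colonocyte adhesion molecule CEACAM7 rose by 2.29 ± 0.56 and the epithelial ETS factor EHF by 1.82 ± 0.44. TNFAIP3, a brake on NF-kappaB, rose by 0.86 ± 0.11, SOD2 by 0.78 ± 0.07 and the RNA-sensing receptor TLR7 by 2.01 ± 0.50. OR2I1P rose by 1.71 ± 0.15, and its span overlaps that of UBD, so its reads could belong to either gene.

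Among the 120 genes that P. mirabilis OMVs lowered at 10 h, CYP4F3, which inactivates leukotriene B4, fell by 2.99 ± 0.57, the D-lactate dehydrogenase LDHD by 1.28 ± 0.20, the prostacyclin synthase PTGIS by 1.39 ± 0.29 and the peroxisomal oxidase ACOX2 by 1.18 ± 0.23. The sterol reductase TM7SF2 (-0.49) and the unfolded protein response factor XBP1 (-0.41) fell less. Among structural and membrane genes, NKAIN4 (-2.13), STUM (-1.93), TNXB (-1.66) and DNAH2 (-1.29) fell, as did the tight junction gene CLDN3 (-0.75) and PDGFRB (-1.17). The brush border peptidase DPP4 fell by 0.37 ± 0.07. The antisense transcripts PTCHD1-AS (-3.01) and KLC4-AS1 (-1.23) fell as well.

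At 24 h, P. mirabilis OMVs raised 18 genes and lowered 3 relative to PBS without these lanes, in 2 libraries of each. The replicate block within each time gave 61 genes, DESeq2 gave 19 and the fit without the block 6. Leaving out PBS replicate 2 left 8 genes and OMV replicate 2 left 12. With all libraries the edgeR test called 0, with 642 at an unadjusted p under 0.05, DESeq2 called 0 and voom 81. The chemokines CCL20 (26 counts against 3, ratio 11.9, counting interval 3.64 to 61.2) and CXCL1 (2.65 ± 0.52) rose, as did C3 (1.98 ± 0.20), PI3 (1.92 ± 0.18), EHF (2.03 ± 0.38) and OR2I1P (2.09 ± 0.19). Raised members and regulators of the NF-kappaB pathway were TNFAIP3 (1.25 ± 0.12, adjusted p = 4.41e-13), RELB (1.26 ± 0.25), NFKBIA (0.92 ± 0.16), the kinase IKBKE (1.24 ± 0.18) and the inhibitor of apoptosis BIRC3 (1.49 ± 0.33). DPP4 (-0.41), TRAF3IP3 (-1.34) and ZBTB26 (-0.81) were the lowered genes.

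**Figure D2:**
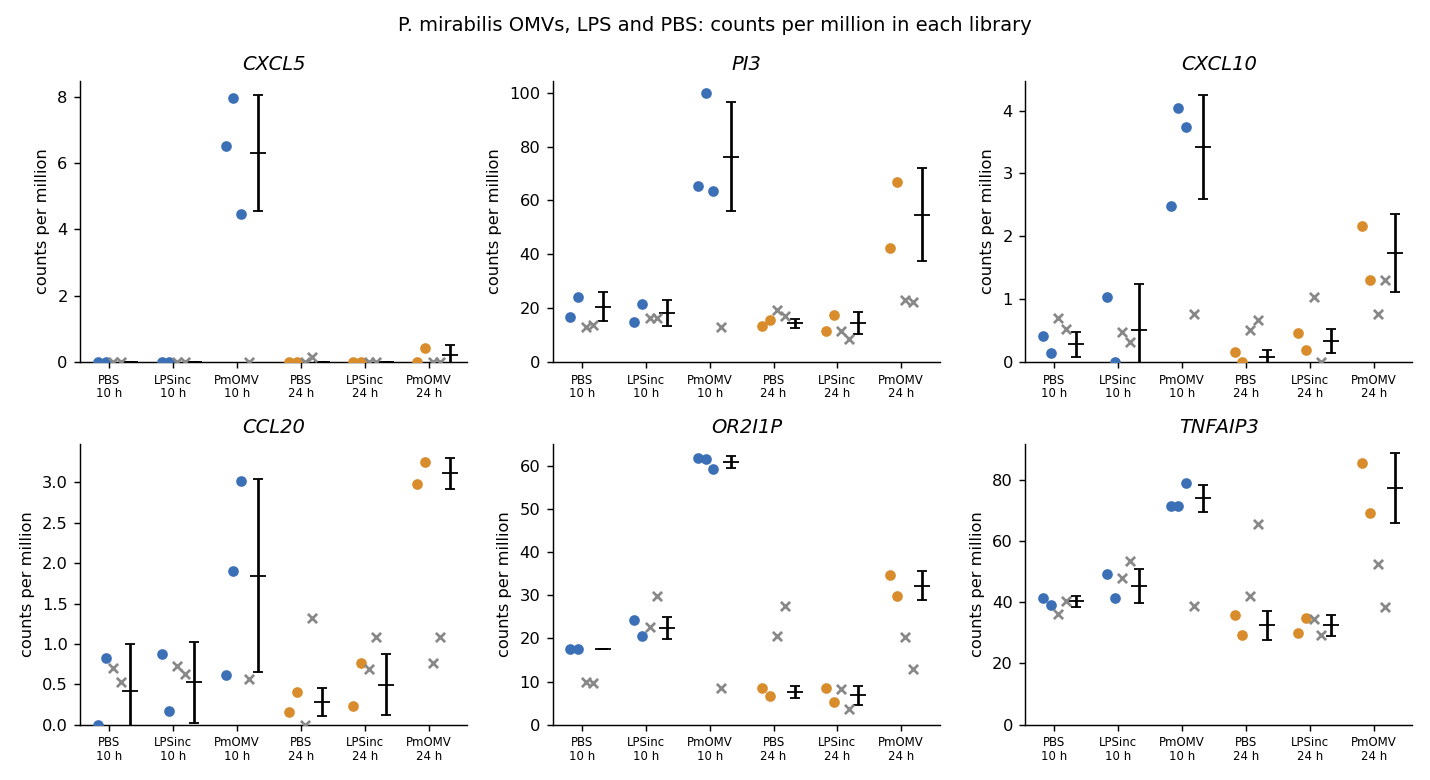
CPM (counts scaled to library size) in each library, with mean ± SD of the libraries outside lanes 2 to 4 of flow cell 1. Grey crosses are libraries of these lanes.

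Relative to LPS in the medium, P. mirabilis OMVs at 10 h raised 244 genes and lowered 353 without these lanes. The block within each time gave 1503 genes, which held all 597, and DESeq2 gave 569. The fit without the block gave 37, and replicates 2 and 3 only gave 344. Leaving out LPS replicate 3 left 193, LPS replicate 2 left 194, OMV replicate 2 left 226 and OMV replicate 3 left 381. CXCL5 was at least 27.7-fold higher, and lymphotoxin beta LTB (2.54 ± 0.58), CXCL10 (2.49), PI3 (2.12), the lipoprotein receptor OLR1 (1.78), S100A3 (2.73), CEACAM7 (2.46), TNFRSF9 (2.00), EHF (1.88) and C3 (1.65) rose. The enterocyte genes ANPEP (-0.91), LCT (-0.96), APOA1 (-0.43), DPP4 (-0.43) and HNF4A (-0.31) fell, and gene lists were not tested against LPS. The hypoxia-responsive NDRG1 fell by 1.60, and the mitotic genes AURKA (0.24), PLK1 (0.29) and BUB1 (0.33) rose. Such differences can lie on the LPS side, since the OMVs gave 199 genes against PBS. Camera also called hypoxia genes higher with LPS than with PBS at 10 h, though not with an estimated correlation. On components 1 and 2 the LPS libraries (8.72, 8.30 and -15.50, -2.22) lay further toward 24 h than those of PBS (6.19, 14.69 and -16.91, 0.30), for replicates 2 and 3. Of junction genes, TJP3 (-0.54) and CLDN3 (-0.80) fell and CTNNB1 (0.34) rose. SARDH (-2.29), GATA5 (-1.93), CLIC3 (-1.76), FXYD3 (-1.69), TAC3 (-1.68) and HEPACAM2 (-1.61) were among the most lowered genes.

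At 24 h the same comparison with LPS had 28 genes raised and 1 lowered without these lanes. The block within each time gave 63, DESeq2 30 and the fit without the block 5. Leaving out LPS replicate 2 left 8, LPS replicate 3 left 19, OMV replicate 2 left 16 and OMV replicate 3 left 15. With all libraries edgeR, DESeq2 and voom called 0, with 1421 genes at an unadjusted p under 0.05. CXCL1 (2.40), C3 (2.09), PI3 (1.94), BIRC3 (1.45), TNFAIP3 (1.27), RELB (1.05) and NFKBIA (0.72) rose. The RNase ZC3H12A (1.16), the protease ADAM8 (1.08), the ligand WNT10B (1.22), EHF (2.15) and OR2I1P (2.19) rose too. The serine synthesis gene PSAT1 (0.89) and the cystine carrier SLC7A11 (0.96) were higher, and DPP4 (-0.38) was the lowered gene.

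L. casei MVs raised CYP1A1 at each time without these lanes. This xenobiotic-metabolising enzyme (chromosome 15, 74719542 to 74725536) is the main target of the aryl hydrocarbon receptor (AhR). It rose by 1.52 ± 0.20 at 10 h (75.2 to 203 CPM, adjusted p = 0.000172), by 2.17 ± 0.31 at 24 h (12.2 to 54.3 CPM, adjusted p = 0.000654) and by 2.61 ± 0.36 at 48 h (8.22 to 40.2 CPM, adjusted p = 4.69e-05). Without the block 0 genes passed at 10 and 24 h, so these 2 calls depend on it. With all libraries the edgeR test called 0 genes at each time.

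At 10 h, 3 genes rose and 4 fell after L. casei MVs without these lanes, and the block within each time gave 110. Besides CYP1A1, RILP (1.16), which links lysosomes to dynein, and the trypsin gene PRSS3 (0.55) rose. The amino acid carrier SLC38A3 (-0.91) and the mediator kinase CDK19 (-0.65) fell. The AhR target CYP1B1 (2.14, adjusted p = 0.0662) and CLDN3 (-0.79, adjusted p = 0.0914) passed over their lists alone. So did CXCL5, at least 3.72-fold higher at 1.10 CPM with no count in PBS (adjusted p = 0.205), TM7SF2 (-0.38), CGN (-0.27) and BAK1 (0.45). Leaving out PBS replicate 2 left 0 genes, and leaving out PBS replicate 3 or MV replicate 2 left 1. With all libraries 426 genes had an unadjusted p under 0.05, and DESeq2 and voom called 0. At 24 h CYP1A1 was the 1 gene past the test. The count there was 0 without MV replicate 3 and 2 without either PBS library. With all libraries at 24 h, 817 genes had an unadjusted p under 0.05, DESeq2 called 0 and voom 131. There, MV replicate 5 lay nearest to 48 h, and PBS replicates 4 and 5 nearest to 10 h.

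At 48 h, L. casei MVs raised 302 genes and lowered 215 relative to PBS without these lanes, 324 genes with the block within each time (200 shared) and 521 with DESeq2. The count was 62 without the block, 196 with flow cell and lane in the fit and 87 with replicates 2 and 3 only. Leaving out MV replicate 3 left 136, PBS replicate 2 left 143, PBS replicate 5 left 200 and MV replicate 2 left 225. With all libraries 493 genes had an unadjusted p under 0.05, DESeq2 called 1 and voom 11. The 2 PBS libraries were replicates 2 and 5, and the 2 MV libraries were replicates 2 and 3. No other group at 48 h had replicate 5 outside these lanes, so every 48 h count that involves PBS rests on 1 PBS library with the block within each time, or with replicates 2 and 3 only. Relative to siRNA at 48 h, whose libraries had the same replicate numbers as those of the MVs, 4 genes passed: CYP1A1 (1.77 ± 0.31, adjusted p = 0.0181), C3, BASP1 and DEPTOR-AS1. The siRNA control itself differed from PBS at 48 h in 53 genes and L. casei MV-RNA in 47. With the block within each time these counts were 67, 135 and 34. Of the 517 genes, 394 also differed between replicates 3 and 2 in this fit, 270 of them in the same and 124 in the opposite direction, as did 11670 of all 18775 genes tested. PBS at 48 h had no replicate 3. Among the 394 were L1CAM (3.07 in replicate 3), SI (-1.75) and APOB (-0.38).

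Genes of growth factor signalling were among those raised at 48 h relative to PBS, and none of them was among the 4 genes that passed relative to siRNA. They were MYC (1.74 ± 0.24, 50.7 to 211 CPM), FOSL1 (2.81), EGR1 (2.28), FOS (1.68), JUNB (1.29), the ERK phosphatase DUSP6 (2.75 ± 0.51), ETV4 (1.22), ETV5 (1.07) and PHLDA1 (1.15). The adhesion molecule CEACAM5 (2.75) rose, as did genes with 1 or 2 counts in PBS, namely L1CAM (ratio 93.2, counting interval 16.4 to 3720), PIGR (31.6, 5.34 to 1280), ARL14 (10.3, 2.55 to 89.6) and INHBE (9.84, 2.43 to 86.1). These ratios pool the libraries and leave out the replicate block. With the block the log2 fold changes were, in this order, 4.35 ± 1.13, 3.86 ± 1.15, 3.27 ± 0.87 and 3.07 ± 0.88. L1CAM stood at 9.06 ± 11.3 CPM over the 2 MV libraries, so its ratio rests mostly on 1 of them. EGR1 stood at 148 ± 143 CPM over these libraries and at 35.5 ± 10.3 in PBS, so its MV mean rests mostly on 1 library too. SLC7A11 (1.78 ± 0.24), SLC7A5 (0.85), ATF4 (0.53) and GDF15 (1.25) rose, as did C3 (1.31), IER3 (2.03), RELB (1.15) and BIRC3 (1.62). The fibrinogen chain FGG (-1.34), the sucrase-isomaltase SI (-1.13) and APOB (-0.70) fell, and the enterocyte genes FABP1 (0.64) and CDH17 (0.23) were higher over their list alone. AKR1C1 (-0.85), AKR1C3 (-0.66), RARB (-1.48), AMIGO2 (-1.80), GCNT4 (-1.80), IRAG2 (-1.55), SERPINI1 (-1.48) and STAT2 (-0.37) fell too.

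**Figure D3:**
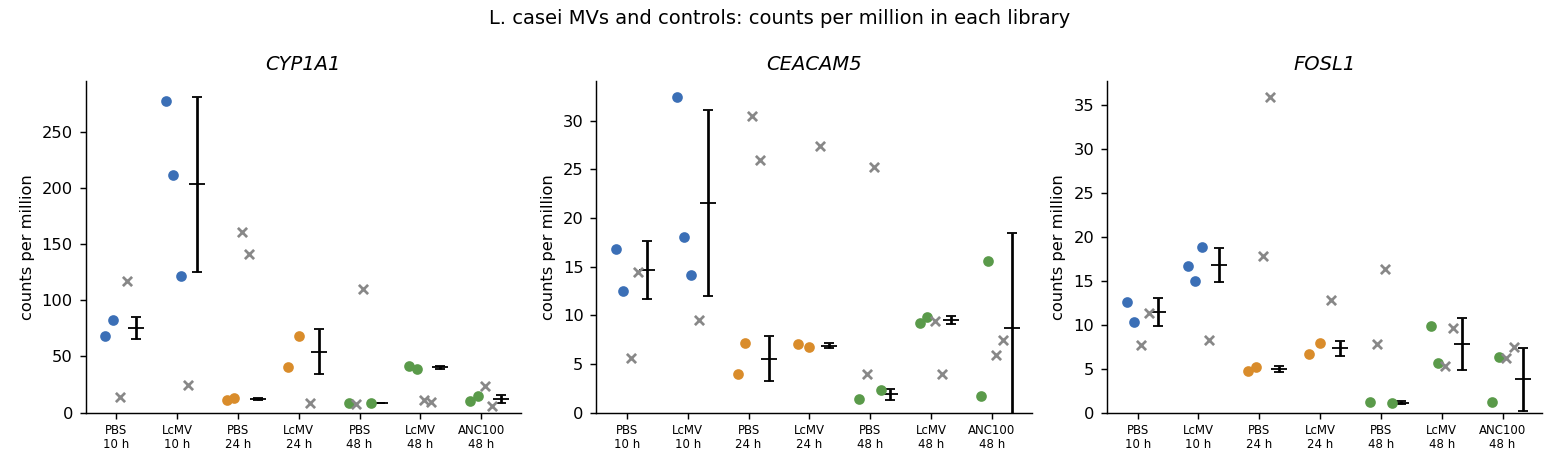
CPM (counts scaled to library size) in each library, with mean ± SD of the libraries outside lanes 2 to 4 of flow cell 1. Grey crosses are libraries of these lanes.

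E. faecalis MVs had 0 genes past the edgeR test at 10 and 24 h, with all libraries and without these lanes. At 24 h, MV replicate 2 was 1 of 2 MV libraries outside these lanes and had 1384362 counts, which limits that comparison. With all libraries 261 and 657 genes had an unadjusted p under 0.05, and without these lanes 621 and 631. DESeq2 called 0 at both times, and voom called 0 at 10 h and 31 at 24 h. CCL20 stood at 0.34 at 10 h without these lanes and at 0.14 with all libraries, and CXCL10 at 0.72 at 10 h with all libraries, none past the test.

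No gene passed in the 7 comparisons of vesicle RNA with siRNA, with all libraries or without these lanes. Shallow libraries limit what this can show. Outside these lanes PmRNA_10h replicate 3 had 632659 counts (1 of 2 libraries), ANC5_10h replicate 3 had 805396 (1 of 3) and LcRNA_24h replicate 3 had 1313457 (1 of 3). The absence of calls there does not show an absence of effect. For L. casei MV-RNA at 10, 24 and 48 h, 160, 319 and 428 genes had an unadjusted p under 0.05 with all libraries, and 752, 531 and 656 without these lanes. For E. faecalis MV-RNA at 10 and 24 h these were 507 and 248, and 1182 and 627. For P. mirabilis OMV-RNA they were 600 and 544, and 895 and 1159. DESeq2 called 0 in each, and voom called 48 for E. faecalis MV-RNA at 10 h, 1 for P. mirabilis OMV-RNA at 10 h and 0 in the other 5. The block within each time gave 18 genes for P. mirabilis OMV-RNA at 24 h and 1 for E. faecalis MV-RNA at 24 h. Over their lists alone, SRXN1 (1.48) passed and TIPARP (-0.41) passed for E. faecalis MV-RNA at 10 h. In the same way, SPRY4 (0.71), LUM (-0.94) and H4C5 (-0.34) passed for P. mirabilis OMV-RNA at 10 h. At 24 h FOSL1 (1.13), DUSP4 (1.06), ETV5 (0.49), AKR1C2 (-0.73), AKR1C3 (-0.55), TM7SF2 (-0.34) and BMF (-0.49) did so. P. mirabilis OMV-RNA replicate 4 at 24 h was the 1 library of 66 outside these lanes that lay nearest to another time (10 h).

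LPS had 0 genes past the edgeR test by either route and at both times, with all libraries and without these lanes. For transfected LPS at 24 h, replicate 3 was 1 of 2 libraries outside these lanes and had 1395294 counts, which limits that comparison. LPS in the medium had 436 genes at 10 h and 2053 at 24 h at an unadjusted p under 0.05 with all libraries, and 724 and 451 without these lanes. For transfected LPS these were 255 and 579, and 516 and 562. DESeq2 called 0 in all 4, and voom called 1838 for LPS in the medium at 24 h and 0 in the rest. In that comparison LPS replicates 4 and 5 lay nearest to 48 h, and PBS replicates 4 and 5 nearest to 10 h. The 2053 and 1838 genes thus do not separate LPS from time of culture. BNIP3 (1.10) and PDK1 (1.27), genes induced by hypoxia, and H2BC4 (-0.28) passed over their lists alone for LPS in the medium at 10 h, and PECAM1 (0.89) for transfected LPS at 10 h.

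P. mirabilis OMV-RNA against transfected LPS had 0 genes past the edgeR test at 10 and 24 h in both fits, with 706 and 324 genes at an unadjusted p under 0.05 with all libraries. The shallow libraries OMV-RNA replicate 3 at 10 h (632659 counts) and LPS replicate 3 at 24 h (1395294) limit both. DESeq2 and voom called 0 with all libraries. The block within each time gave 18 genes at 24 h, and DESeq2 without these lanes gave 1. TM7SF2 (-0.48), COL1A1 (-0.43) and the linker histone gene H1-4 (0.27) passed over their lists alone at 24 h, and H4C5 (-0.29) at 10 h.

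The difference between the effects of vesicles and of their RNA was tested directly. With all libraries the edgeR test called 0 genes in the 7 contrasts, with 297 to 785 at an unadjusted p under 0.05. DESeq2 called 0, and voom called 1 for E. faecalis at 10 h, 39 for P. mirabilis at 10 h and 115 at 24 h. Without these lanes 31 genes passed for P. mirabilis at 10 h, 150 with the block within each time and 3 without the block. The OMV-RNA side rests on 2 libraries there, and replicate 3 had 632659 counts. PI3 (1.95 ± 0.28), C3 (1.67 ± 0.31), PERP (0.78 ± 0.11), SOD2 (0.82 ± 0.11), IL32 (0.90 ± 0.16), MMP1 (1.78 ± 0.39), ABAT (1.12 ± 0.20) and the antigen presentation genes B2M (0.73), HLA-E (0.64) and TAPBP (0.53) differed upwards, and SPRY4 (-1.45), NYNRIN (-1.21) and DPP4 (-0.46) downwards. Leaving out 1 library left 11 (PBS replicate 3), 13 (OMV-RNA replicate 2), 15 (ANC2 replicate 2), 16 (OMV replicate 2), 17 (PBS replicate 2 or ANC2 replicate 3) or 20 (OMV replicate 3).

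At 24 h 7 genes passed for P. mirabilis vesicles against their RNA, 22 with the block within each time and 1 without the block: TNFAIP3 (1.25 ± 0.17), PI3 (1.93 ± 0.26), C3 (2.00 ± 0.28), IKBKE (1.32 ± 0.25), the syndecan SDC4 (0.73 ± 0.12), ATP9A (0.48 ± 0.10) and OR2I1P (2.00 ± 0.30). For L. casei 4 genes passed at 10 h, CYP1A1 (1.53 ± 0.25), CRAT (-0.83), CDK19 (-0.71) and SLC38A3 (-1.07), 50 with the block within each time and 0 without the block. The 10 h count was 0 without MV replicate 2 or either PBS library, 1 without LcRNA replicate 4 or ANC100 replicate 2 or 5, and 2 without LcRNA replicate 2 or 5. For L. casei 0 passed at 24 h and 18 at 48 h, 126 with the block within each time and 0 without the block. The 48 h genes included CYP1A1 (2.82 ± 0.56), MYC (1.68 ± 0.32), SLC7A11 (1.74 ± 0.31), MTHFD2 (0.91 ± 0.16), PSAT1 (1.09 ± 0.24), the EGF family ligand EREG (0.96 ± 0.16), APOH (-0.92) and FGB (-1.11). This contrast involves PBS at 48 h, and of these genes CYP1A1 alone was among the 4 that passed for MVs relative to siRNA. The 48 h count was 4 without ANC100 replicate 3, 5 without LcRNA replicate 2, 10 without MV replicate 2, 39 without MV replicate 3, 474 without ANC100 replicate 2 and 481 without LcRNA replicate 3. For E. faecalis 0 passed at 10 h and 1 at 24 h, which did not pass with the block within each time, and 0 passed without the block. That count was 3 without PBS replicate 2, and 0 without any 1 of MV replicates 2 and 3, PBS replicate 3, EfRNA replicate 2 and ANC5 replicate 2.

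Species were contrasted in 12 ways. Vesicle and RNA doses differed between the species, so these contrasts do not separate species from dose. With all libraries 1 gene passed, CXCL5, lower with E. faecalis MVs, where it had no count, than with P. mirabilis OMVs (4.73 CPM) at 10 h (adjusted p = 0.0382). Across the 12, 249 to 722 genes had an unadjusted p under 0.05, DESeq2 called 1 and voom called 7, 54, 1054 and 1 in 4 of them. Without these lanes there were 280 calls in 6 of 12, 977 with the block within each time and 25 without the block. A gene that passed in several contrasts counts once in each. L. casei MVs differed from P. mirabilis OMVs at 10 h in 95 genes (237 with the block within each time), among them lower CXCL10 (-3.44), PI3 (-1.59), TNFRSF9 (-1.51), C3 (-1.10) and PERP (-0.62) and higher CYP1B1 (1.44), CYP1A1 (0.98) and AHR (0.41). E. faecalis MVs differed from P. mirabilis OMVs at 10 h in 160 genes (639 with that block), with lower LTB (-2.52), PI3 (-1.89), NOX1 (-1.04), CD44 (-0.93) and IL32 (-0.85) and higher XBP1 (0.43) and TJP3 (0.48). At 24 h L. casei and E. faecalis MVs differed from P. mirabilis OMVs in 13 and 9 genes (28 and 30 with that block), with lower TNFAIP3 (-1.10 in each) and EHF (-1.55 and -2.56). L. casei MVs differed from E. faecalis MVs in CYP1A1 at 10 h (1.81 ± 0.20, 38 genes with that block), and in CYP1A1 (2.37 ± 0.37) and the small proteoglycan FMOD (0.56 ± 0.11) at 24 h. The 6 contrasts between vesicle RNAs had 0 genes past the edgeR test, with 510 to 1003 at an unadjusted p under 0.05. The shallow libraries of PmRNA_10h, ANC5_10h and LcRNA_24h entered these contrasts. With that block 1 gene passed for L. casei and 2 for E. faecalis MV-RNA against P. mirabilis OMV-RNA at 24 h.

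Effects were contrasted between times in 10 ways. With all libraries the edgeR test and DESeq2 called 0 genes, with 242 to 1927 at an unadjusted p under 0.05. Voom called 1864 for LPS in the medium, 543 and 24 for L. casei MVs, 493 for P. mirabilis OMVs, 2 each for L. casei and E. faecalis MV-RNA at 24 against 10 h and 0 in the other 4. The contrasts of LPS in the medium, MVs and OMVs held libraries nearest to another time. At 24 h, LPS replicates 4 and 5 and L. casei MV replicate 5 lay nearest to 48 h. PBS replicates 4 and 5 and OMV replicate 4 lay nearest to 10 h. Without these lanes 10 genes passed in 2 contrasts, with 0 calls without the block and 61 calls with the block within each time (41 and 19 in the contrasts of P. mirabilis OMVs and L. casei MVs). For P. mirabilis OMVs the change at 24 h less that at 10 h was positive for SCNN1A (1.00 ± 0.21), SLC38A3 (1.17 ± 0.23), ADGRG1 (0.64) and NYNRIN (0.81). These fell at 10 h (-0.74, -0.92, -0.51 and -1.02) and did not pass at 24 h (0.26, 0.25, 0.12 and -0.21). The difference was negative for SOD2 (-0.60 ± 0.10) and SDCBP (-0.82), which rose at 10 h (0.78 and 0.87) and did not pass at 24 h (0.18 and 0.05). For L. casei MVs the change at 48 h less that at 24 h was positive for SLC7A11 (1.71 ± 0.31), ATF4 (0.63 ± 0.13) and MTHFD2 (0.82 ± 0.16), which rose at 48 h, and negative for APOH (-0.81), which fell at 48 h (-0.91, and -0.10 at 24 h). None of these was among the 4 genes that passed for MVs relative to siRNA at 48 h.

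Controls were contrasted in 9 ways. With all libraries edgeR and DESeq2 called 0 genes, with 300 to 2076 at an unadjusted p under 0.05. Voom called 5965 for PBS at 48 h against 24 h, 172 and 34 for ANC100 against PBS at 24 and 48 h, 14 for ANC5 against ANC2 at 10 h and 0 in the other 5. PBS replicates 4 and 5 at 24 h and PBS replicate 4 at 48 h lay nearest to 10 h. PBS replicate 3 at 48 h lay nearest to 24 h. Without these lanes there were 4735 calls in 3 of 9, where a gene can count more than once (1418 calls in all without the block): PBS at 24 h against 10 h (1342, of which 794 lower, or 3045 with the block within each time), PBS at 48 h against 24 h (3340, of which 2016 lower) and ANC100 against PBS at 48 h (53). ANC amounts differed in 0 genes, with 531 to 754 at an unadjusted p under 0.05 without these lanes.

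Of the 23 gene lists, camera called 59 of 414 tests with all libraries, 0 of them with an estimated correlation, and fry called 0. Without these lanes it called 56, of which 11 remained with an estimated correlation, and fry called 18. NF-kappaB targets rose with P. mirabilis OMVs at 10 h (adjusted p = 3.63e-08, 0.0280 with an estimated correlation) and 24 h (5.14e-38, 1.10e-07 with an estimated correlation). Of 26 members tested, 4 rose at 10 h and 8 at 24 h, and adjusted over the list alone 8 rose with 1 lower (BCL3) and 14 rose. With all libraries these were 2.00e-05 and 2.84e-05, at an adjusted p = 0.669 for both with an estimated correlation. Chemokines rose at 10 h (2.37e-04, 0.0774 with an estimated correlation) and 24 h (1.17e-08, 0.00198 with an estimated correlation). The list of 26 immune genes, 7 of them tested, rose at 10 h (5.72e-06, 0.00198 with an estimated correlation) and 24 h (0.00204, 0.0287 with an estimated correlation). That list was drawn up from the study of these libraries and is not independent evidence. Its tested members were CCL20, CXCL10, NLRP9 and TLR7, which the study's text names, and CXCL5, IL1A and IFIT1, which it does not. Enterocyte genes fell at 10 h (2.36e-05, 0.0192 with an estimated correlation) and 24 h (1.24e-04, 0.0294 with an estimated correlation), with DPP4 the 1 member past the test, and 5 and 2 lower over the list alone.

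For L. casei MVs without these lanes, AhR targets rose at 10 h (2.59e-04, 0.0493 with an estimated correlation), 24 h (3.92e-07, 0.00413 with an estimated correlation) and 48 h (0.00789, 0.218 with an estimated correlation). Immediate early and MAPK genes rose at 48 h (2.32e-17, 0.0384 with an estimated correlation), where 12 of 20 members passed and 16 over the list alone. NF-kappaB targets rose at 24 h (3.65e-07, 0.0313 with an estimated correlation) with BIRC3 (1.10) and C3 (0.68) past the list alone, and at 48 h (8.48e-05, 0.142 with an estimated correlation). Genes of ATF4 and the unfolded protein response rose at 48 h (2.37e-04, 0.207 with an estimated correlation), with 6 of 23 members past the test. Cholesterol synthesis rose at 48 h (1.26e-07, 0.594 with an estimated correlation), with 13 of 23 members past the test adjusted over the list alone. The lists were not tested relative to siRNA, where 4 genes passed for MVs at 48 h. Replication-dependent histones fell at 24 h (1.26e-07, 0.386 with an estimated correlation) and rose at 48 h (8.18e-04, 0.707 with an estimated correlation). With all libraries the histone list was called in 10 comparisons and cholesterol synthesis in 6, so neither was particular to L. casei MVs there.

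The remaining camera calls without these lanes were lost with an estimated correlation. Hypoxia and glycolysis rose with LPS in the medium at 10 h (1.03e-14, 0.284 with an estimated correlation) and was called in 7 comparisons. Heat shock genes rose with P. mirabilis OMVs at 10 h (0.0150, 0.820 with an estimated correlation) and were called in 3. Mitochondrial transcripts rose with P. mirabilis OMV-RNA at 10 h (7.88e-10, 0.436 with an estimated correlation) and were called in 6. Immediate early genes rose with this RNA at 10 and 24 h (4.88e-08 and 7.16e-08, 0.322 for both with an estimated correlation). Interferon-stimulated genes fell with it at 24 h (0.0127, 0.0945 with an estimated correlation). Targets of p53 rose with E. faecalis MV-RNA at 10 h (0.0109, 0.142 with an estimated correlation), where cell cycle genes fell (0.0397, 0.707 with an estimated correlation). NRF2 targets fell with L. casei MV-RNA at 10 h (0.0396, 0.438 with an estimated correlation).

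Lists without a call in either fit were pattern recognition receptors (lowest adjusted p = 0.253 with all libraries and 0.134 without these lanes), cell junctions (0.109 and 0.0774), metallothioneins and zinc transporters (0.413 and 0.140) and apoptosis (0.0574 and 0.295). Fibroblast and endothelial markers (0.0541 and 0.0820) and goblet, enteroendocrine and Paneth cell markers (0.165 and 0.125) had none either. Leukocyte markers were called lower with P. mirabilis OMVs at 24 h with all libraries (0.0474, 0.786 with an estimated correlation) and had no call without these lanes (lowest 0.0681). Few members of these marker lists were tested, 5 of 14 leukocyte, 6 of 13 fibroblast and endothelial, and 5 of 19 goblet and related genes.

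Of 12 immune genes that the study's text names, 8 were too low to be tested: CXCL8, CXCL11, CX3CL1, IL1B, IL6, NOD2, NLRP1 and TLR3. CCL20, CXCL10, NLRP9 and TLR7 were tested, and with all libraries none passed in any comparison. The lowest adjusted p there was 0.316, for CXCL10 with P. mirabilis OMVs at 10 h (2.80). Adjusted over a list alone, CXCL10 passed with these OMVs against PBS at 10 h (2.80) and 24 h (1.99), and CCL20 at 24 h (1.94). Against LPS in the medium CXCL10 did so at 10 h (2.45) and 24 h (1.81), and CCL20 at 24 h (1.64). NLRP9 was lower over its list alone with L. casei MVs at 10 h (-2.05). Log2 fold changes without these lanes follow where each group held over 3 counts. P. mirabilis OMVs against PBS gave 1.32 (CCL20), -0.18 (NLRP9) and 2.01 (TLR7) at 10 h and -0.52 (NLRP9) and 1.44 (TLR7) at 24 h. CXCL10 and TLR7 passed at 10 h and CCL20 at 24 h. CXCL10 did not pass at 24 h, with 14 against 1 count (ratio 19.2, counting interval 2.92 to 810). Against LPS in the medium CCL20, CXCL10 and TLR7 were at 1.31, 2.49 and 1.54 at 10 h, where CXCL10 passed, and at 2.71, 2.23 and 1.66 at 24 h, with NLRP9 at 0.70. L. casei MVs gave 0.51 (CCL20), -1.61 (NLRP9) and 0.96 (TLR7) at 10 h and -0.24 (NLRP9) and 0.65 (TLR7) at 24 h. At 48 h CCL20 had 15 counts against 2 (ratio 6.41, counting interval 1.49 to 57.8), and TLR7 was at least 3.99-fold higher than in PBS, where it had no count. E. faecalis MVs gave 0.34 (CCL20), -0.04 (NLRP9) and 0.60 (TLR7) at 10 h and 0.58 (NLRP9) and 0.33 (TLR7) at 24 h.

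For vesicle RNA against siRNA, in the order CCL20, CXCL10, NLRP9, TLR7, the values were -0.30, 1.26, -0.36 and 0.21 for L. casei at 10 h and -0.60, -0.76, 0.05 and 0.20 for P. mirabilis at 24 h. In the order CCL20, NLRP9, TLR7 they were -1.25, -0.30 and -0.43 (L. casei, 48 h), -1.14, -0.67 and 0.31 (E. faecalis, 10 h) and -0.19, 0.27 and 0.05 (E. faecalis, 24 h). L. casei MV-RNA at 24 h gave 0.69 for NLRP9, and P. mirabilis OMV-RNA at 10 h gave 0.27 for CCL20. LPS in the medium gave 0.02 (CCL20) and 0.47 (TLR7) at 10 h and -1.22 (NLRP9) and -0.22 (TLR7) at 24 h. Transfected LPS gave -0.71 (CCL20) and 0.01 (TLR7) at 10 h, and OMV-RNA against it 0.99 (CCL20) at 10 h. The other values of these 4 genes had 3 counts or fewer in a group. With all libraries, CXCL10 had 12 counts against 1 with E. faecalis MV-RNA at 24 h (ratio 12.3, counting interval 1.82 to 525). TLR7 went the other way with L. casei MV-RNA at 24 h, with 1 count against 29 (ratio 0.0713, counting interval 0.00174 to 0.430). None of the 4 passed in the comparisons of this paragraph.

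The criterion of the study, fold change and effect size without a p-value, was met by 2597 to 5759 genes per comparison of a treatment with its control (median 3342). It was met by 2606 to 5581 genes in the 9 comparisons of controls with each other (median 3251). For P. mirabilis OMVs it was met by 2717 genes at 10 h and 3506 at 24 h, and for L. casei MVs by 2983, 5759 and 3330 at 10, 24 and 48 h.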

Values the study reported

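The study reported 105 sequenced samples with 3−4 per condition, and a median of 98.2% of reads mapped. By its medians, only a small part of the reads left after filtering was assigned to genes. Why so few were assigned was not tested here, so the mapped share does not speak for the counts per gene. The median number of genes detected was 36,175 over the study's conditions, and 46,395 were detected in all.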

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

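For the libraries of lanes 2 to 4 of flow cell 1, the tests of moved labels, a lane effect, low depth and the cultures of replicates 4 and 5 were set after their results were seen, and the test with CYP1A1 before. Of these libraries 12 of 39 lay nearest to the time of their labels. With the labels moved by 1 lane at the same barcode, 26 of 27 libraries with a partner did (share 0.96, the highest of 6 arrangements of these lanes, the others at 0.31 to 0.55; permutation p = 1.00e-05, the smallest the permutations can give, not adjusted for the 6; mean of the permutations 11.0), and CYP1A1 was above the median of its nearest time in 3 of 3 libraries onto which an L. casei MV label moved, against 1 of 4 as labelled. Labels moved by 1 lane thus could account for this, while a lane effect on the measurement (drop in median correlation 0.09) and low depth (all 8 equally shallow libraries elsewhere near their time, share 1.00) could not as tested. Cultures of replicates 4 and 5 are left open, although a share of 0.91 of these 11 libraries elsewhere lay near their time. All but LcRNA_24h replicate 5, PmRNA_24h replicate 4 and PBS_48h replicate 5 were 10 h libraries, and PmRNA_24h replicate 4 lay nearest to 10 h. The share thus says little about 24 and 48 h. No biological explanation was tested, and no library was relabelled.

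For the 517 genes of L. casei MVs against PBS at 48 h without these lanes, the tests of the PBS libraries and of the replicate numbers were set before their results were seen, and that of depth and the use of siRNA and RNA against PBS after. Whether the PBS libraries at 48 h stand apart is left open, since 4 genes differed from siRNA at 48 h (a share of 0.00774, or 67 genes with the replicate block within each time), while siRNA and L. casei MV-RNA differed from PBS in 53 and 47 genes (135 and 34). That block gave 324 genes against PBS, a share of 0.627, of which 200 were among the 517, but PBS at 48 h rests on 1 library there, so whether differences between replicate numbers that vary with time gave the calls is left open. Of the 517 genes, 514 had the same sign for siRNA against PBS as for MVs against PBS. Signed by the MV fold, their median log2 was 0.36 for siRNA, and 0.58 for MVs. For MVs against siRNA 480 kept that sign, with a median of 0.23. The genes were chosen by their fold against these PBS libraries, so these values do not decide whether the libraries stand apart. Uneven depth is unlikely, with a ratio of group medians of 0.86. An effect of the vesicles is the biological explanation the design gives, and CYP1A1 was higher against both controls.

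Replicates 2 and 3 differed in most of the genes tested outside these lanes (5832 higher and 5838 lower in replicate 3), and the tests of this were set before their results were seen, except those of each marker list by itself. The sequencing lane is unlikely as the cause, since a share of 0.93 of the genes remained with flow cell and lane in the fit. Among cells of another type, leukocyte markers did not rise in replicate 3 (median log2 -0.44, with 3 of 5 markers lower and 0 higher). The 3 lower ones (CD3E, CD68 and LAPTM5) stood at 0.838 to 2.27 CPM. Leukocytes in replicate 2 are left open, since a rise in replicate 3 alone was asked for. Fibroblasts and endothelium are left open too (median 0.04, with members that went both ways such as COL3A1 at 2.62 and LUM at -0.66). The bound set before asked both lists to rise, and cells of 1 type would raise 1 alone. Cells with other gene copy numbers remain possible, since 1.78% of 1849 windows of 10 neighbouring genes had a median beyond 0.5 and 0.0119% did in shuffled orders (150.0 times as many), though neighbours that are regulated together could give the same. No biological explanation from the design was tested, since it gives replicates a number alone.

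A library far from the other 3 of its group was found in 24 of 210 group tests, and 18 of the 24 lay in lanes 2 to 4 of flow cell 1. Chance gives about 1 in 20, but 6 of the 24 were for CXCL5 in groups where the other 3 had no count, and there any count is found. The mitochondrial share in percent was 15.0 in the library labelled LcMV_10h replicate 5 (others 9.39 to 9.96), 15.5 in PmOMV_10h replicate 5 (9.44 to 10.2) and 13.7 in PmRNA_24h replicate 2 (10.5 to 10.9). The share of the 10 most counted genes was 13.6% in LcMV_10h replicate 5 (9.48 to 9.85), 18.7% in LcRNA_48h replicate 4 (9.86 to 11.2), 14.4% in LPSinc_10h replicate 5 (10.5 to 11.0) and 13.8% in PmOMV_10h replicate 5 (9.57 to 10.1). CXCL5, at 0 CPM in the other libraries of each group, was at 0.179 in ANC100_48h replicate 3, 0.147 in LcRNA_48h replicate 3, 0.176 in LPStrans_10h replicate 2, 4.56 in LPStrans_24h replicate 4, 0.165 in PBS_24h replicate 5 and 0.433 in PmOMV_24h replicate 3. In the library labelled LPStrans_24h replicate 4, PI3 was at 85.0 CPM (10.9 to 16.5), PERP at 405 (205 to 225), ABAT at 90.4 (36.2 to 40.4) and CYP1A1 at 191 (5.68 to 14.0). This library lay nearest to 10 h, and labels moved by 1 lane would give it the label PmOMV_10h replicate 5. PI3 was at 22.4 CPM in LPStrans_10h replicate 3 (16.0 to 16.9), and PERP at 214 in PmOMV_10h replicate 5 (382 to 402). CYP1A1 was at 132 CPM in ANC5_24h replicate 5 (8.57 to 10.9), 20.3 in LcRNA_48h replicate 4 (9.20 to 10.7), 41.1 in LPSinc_24h replicate 4 (6.10 to 12), 110 in PBS_48h replicate 4 (8.03 to 8.26) and 63.1 in PmRNA_24h replicate 5 (9.24 to 14.2). Of these, ANC5_24h replicate 5, PBS_48h replicate 4 and PmRNA_24h replicate 5 lay nearest to 10 h. At 10 h CYP1A1 stood at 75.2 CPM in PBS outside these lanes, against 12.2 at 24 h and 8.22 at 48 h. LPSinc_24h replicate 4, nearest to 48 h, would take the label LcMV_48h replicate 5, a group with 40.2 CPM outside these lanes. LcRNA_48h replicate 4 lay nearest to 24 h. Labels moved by 1 lane could thus account for several of these outliers, though no test of this was run. Groups of 3 were not searched for such libraries, and LcRNA_24h replicate 3, outside these lanes, had a mitochondrial share of 30.7% (13.8 and 11.7 in the other 2), 29.1% in the 10 most counted genes (13.3 and 11.3) and a correlation of 0.49 with its nearest class (0.87 and 0.74). Without these lanes the effect differed between times in 4 genes for L. casei MVs (48 and 24 h) and in 6 for P. mirabilis OMVs (24 and 10 h), by the test of the difference.

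The counts with all libraries were set against other splits of the same libraries into groups of the same sizes, tests that were set after the counts were seen. For P. mirabilis OMVs at 10 h these splits did not exclude chance against PBS (real count 3, reached by 5 of 35 splits, highest other 24) or against LPS (real count 5, reached by 5 of 35, highest other 11), nor for the species contrasts (1, reached by 6 of 35, highest other 1164). The splits held libraries of lanes 2 to 4 and most did not keep the replicate numbers apart. Against PBS 8 splits parted all 4 pairs of numbers, too few for a share under 0.05, and 2 of them reached 3 (highest other 6), while the replicate block called 6. In the other comparisons with a control whose 3 or 4 pairs of numbers deviated together, LcRNA_48h included, splits that parted all pairs gave at most 1 gene. In the other sets with 35 splits the real count was 0, reached by all 35. The highest other count of these was 3117 for LcMV_48h, 2972 for LcRNA_48h, 4086 for the difference of L. casei MVs and RNA at 48 h, 1087 between times, 532 between controls, 210 for PmOMV_24h, 37 for the difference of E. faecalis MVs and RNA at 24 h, 13 for LcMV_24h, 5 for LPSinc_24h, 2 for PmRNA_10h and 0 or 1 in the rest. The highest of these counts point to a structure of the samples. EfRNA_10h had too few splits (10 of 10 reached 0, highest other 0), and groups of 2 libraries outside the lanes had none to use. For LcRNA_10h without these lanes all 25 splits reached 0, and for replicate 3 against 2, in a fit of the libraries of these 2 numbers alone, the real split was the 1 of 25 that reached its own count of 11443 (highest other 0).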

How the results depend on the processing

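Counts that moved by over 1.5 times, or from 0, are given. Those between species, times and controls sum the calls of several contrasts, so a gene can count more than once. With all libraries, the replicate block gave 6 genes for PmOMV_10h against PBS, 6 for 5 against LPS, 3 for the difference of P. mirabilis OMVs and RNA at 10 h and 4 between species. In the lists it gave 1 call in place of 2 for interferon-stimulated genes, 3 for 0 for cell cycle, 0 for 2 for NRF2 targets, 1 for 0 for p53 targets, 3 for 2 for enterocyte genes and 0 for 1 for leukocyte markers, and it changed no other call. DESeq2 size factors changed none of 32 gene counts and gave 1 more call in 1 list (mitochondrial transcripts), and flow cell and lane as a covariate changed none of 32 gene counts. That covariate gave 2 calls in place of 1 for ATF4, 2 for 0 for cell cycle, 1 for 0 for apoptosis and 1 for 0 for fibroblast markers, and 1 more in 5 other lists. No filter left 1 gene for PmOMV_10h against PBS, and a fit of the compared groups alone left 0 there and 0 against LPS. The DESeq2 Wald test gave 1 for LcMV_48h, pooled ANC 1 for LPStrans_24h, and the fit without the robust option and the newer method of edgeR 2 each between species. Voom gave 131 and 11 for LcMV_24h and LcMV_48h, 31 for EfMV_24h, 73 and 81 for PmOMV at 10 and 24 h, 48 for EfRNA_10h, 1 for PmRNA_10h, 1838 for LPSinc_24h, 250 for PmOMV_10h against LPS, and 1 (EfMV, 10 h), 39 and 115 (PmOMV, 10 and 24 h) for differences from RNA.

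The study's criterion gave 2983, 5759 and 3330 genes for LcMV, 3135 and 4576 for EfMV, 2717 and 3506 for PmOMV, 3060, 4193 and 3076 for LcRNA, 4829 and 3536 for EfRNA, 2597 and 3354 for PmRNA, 2976 and 3672 for LPSinc, 3576 and 3270 for LPStrans, 3037 and 3802 for PmOMV against LPS and 2300 and 2803 for PmRNA against LPS, in the order of time.

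Settings chosen after seeing the data follow. Leaving out lanes 2 to 4 of flow cell 1, with the replicate block, gave 7, 1 and 517 genes for LcMV, 199 and 21 for PmOMV, 597 and 29 against LPS, 4 and 18 for the LcMV differences from RNA at 10 and 48 h, 1 for EfMV at 24 h, 31 and 7 for PmOMV, 280 between species, 10 between times and 4735 between controls. List calls became 5 for 3 (NF-kappaB), 1 for 2 (interferon), 2 for 1 (ATF4), 3 for 7 (heat shock), 3 for 0 (cell cycle), 3 for 1 (AhR), 1 for 2 (NRF2), 1 for 0 (p53) and 0 for 1 (leukocyte). Without the block these lanes left out gave 62 for LcMV_48h, 18 and 6 for PmOMV, 37 and 5 against LPS, 3 and 1 for the PmOMV differences from RNA, 0 for the differences of L. casei at 10 and 48 h and of E. faecalis at 24 h, 0 for LcMV at 10 and 24 h, 25 between species, 0 between times and 1418 between controls. Replicates 2 and 3 alone, with the block and 1 PBS library left at 48 h, gave 6, 1 and 87 for LcMV, 121 and 19 for PmOMV, 344 and 27 against LPS, 0 and 8 for the LcMV differences, 0 for EfMV at 24 h, 23 and 7 for PmOMV, 174 between species, 4 between times and 3553 between controls.

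Within the fit without these lanes, flow cell and lane with the block gave 33 and 196 for LcMV at 10 and 48 h, 349 and 32 for PmOMV, 8 for PmRNA_24h, 9 for it against LPS, 34 for the LcMV difference at 10 h, 49 and 17 for PmOMV and 451 between species. The block within each time, with 1 PBS library left to compare at 48 h, gave 110 and 324 for LcMV at 10 and 48 h, 682 and 61 for PmOMV, 1 for EfRNA_24h, 18 for PmRNA_24h and 18 for it against LPS, 1503 and 63 for PmOMV against LPS, 50 and 126 for the LcMV differences, 0 for EfMV at 24 h, 150 and 22 for PmOMV, 977 between species and 61 between times. The DESeq2 Wald test gave 1 for PmRNA_24h against LPS and 7 and 36 for the LcMV differences. DESeq2 size factors moved none of 32 counts by over 1.5 times.

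With an estimated correlation the 59 list calls became 0, 0 for each of the 15 lists with a call. Without these lanes 11 remained, 1 for chemokines, 2 for AhR, 1 for immediate early genes and 0 for interferon, ATF4, heat shock, hypoxia, cholesterol, NRF2, leukocyte, mitochondrial and histone lists.

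Leaving out each library in turn, with all libraries, gave 0 to 16 genes for PmOMV_10h, 0 to 12 against LPS, 0 to 2 for LPSinc_24h, 0 to 1 for LcMV_48h and PmOMV_24h against LPS, 0 to 4 and 0 to 1 for the PmOMV differences from RNA, 0 to 1 for EfMV at 10 h and 0 in the rest. Leaving out each replicate number in turn gave 0 to 6 between species, 0 to 1 between controls and 0 between times. Without these lanes, leaving out each library gave 0 to 6, 0 to 2 and 136 to 225 for LcMV, 37 to 185 and 8 to 16 for PmOMV, 193 to 478 and 8 to 19 against LPS, 0 to 6 and 4 to 481 for the LcMV differences, 0 to 3 for EfMV at 24 h and 11 to 31 and 6 to 10 for PmOMV. A group left with 1 library was taken to vary like the others. No result reversed. Of named genes, the 8 results past the test kept their call with DESeq2 size factors, the block, and flow cell and lane. CXCL5 lost it against PBS and LPS with the DESeq2 test, and each of the 8 lost it in 6 or 7 of 8 fits with a library left out. CXCL10 passed in both comparisons without PmOMV_10h replicate 5. Where values moved, the cause was not tested. The filter on low counts left out 8 of the 12 immune genes the study named.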

Other observations

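Replicates 2 and 3 differed in 11670 of 18775 genes outside lanes 2 to 4 of flow cell 1, in 28 and 27 libraries. The genes below were chosen after their values were seen, and stand for no tested theme. Replicate 3 had more of the stem cell receptor LGR5 (log2 2.08 ± 0.05, 61.4 against 14.1 CPM), the antibacterial enzyme LYZ (4.14 ± 0.04, 168 against 9.29 CPM), the long noncoding RNA UCA1 (4.29 ± 0.06), the repressor BCL11A (5.50 ± 0.14), the proteoglycan VCAN (5.03 ± 0.18), the guidance receptor ROBO1 (4.81 ± 0.12), SEMA5A (3.50 ± 0.08) and the keratin KRT20 (2.35 ± 0.13). Replicate 3 had less of the brush border genes SI (-1.75 ± 0.09, 54.3 against 206 CPM), LCT (-1.60) and ALPI (-1.22), of the apolipoprotein APOC3 (-1.23), of the guanylin receptor GUCY2C (-1.83) and of the diamine oxidase AOC1 (-2.09). TENM1 (-4.48 ± 0.12), PHEX (-3.07) and the desmocollin DSC3 (-2.60) were lower too. Of 19 enterocyte genes tested, 3 were higher and 14 lower in replicate 3.

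Replicate 4 differed from replicate 3 in 25 higher and 13 lower genes, and replicate 5 from 2 in 156 genes, 52 of them lower. Whether the numbers mark different cell stocks is not given in the labels. Replicate 4 differed from 2 in 3955 higher and 3759 lower genes and replicate 5 from 3 in 3145 higher and 3091 lower, with 5 and 6 libraries of replicates 5 and 4 outside these lanes. The difference between replicates 3 and 2 itself differed between 24 and 10 h in 2730 genes and between 48 and 24 h in 1224. Windows of 10 neighbouring genes with a median beyond 0.5 lay on chromosome 17 (7 of 123), 19 (5 of 128), 4 (5 of 63), 13 (4 of 33) and 20 (3 of 50), among others.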
